A study of Rattus norvegicus with 3 samples.

How the data were processed

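Single-cell RNA libraries of CD45-negative stromal cells and of thymocytes, and a spatial section, were made from thymi of 8-week-old Lewis rats. Per the labels, stroma was digested with Liberase TH and DNase I and enriched for CD45-negative cells by magnetic and flow sorting, and thymocytes were released with collagenase D and DNase I. Both droplet libraries used the 10x chemistry, and the section was placed on a Stereo-seq chip. Samples were grouped by these labels, with 1 sample per group, so no test was possible and each comparison describes these libraries and this section.

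The deposited counts of both libraries are whole UMI counts per gene and barcode, made with Cell Ranger 8.0.0 per the file headers. The genome build and annotation are not stated in the labels or headers. Of 34034 feature names, 29433 matched a gene symbol of the GRCr8 RefSeq table, which was used for this check alone. The deposited percent of mitochondrial UMIs, given by the authors per cell, was matched here by the 2 ribosomal RNA genes of the mitochondrion. Counts, genes and UMIs per bin of the section are counts deposited by the authors in a table of 20-unit bins and a table of segmented cell bins. The deposited weights of RCTD are fractions that the authors give for up to 3 labels per bin. Each deposited score for medullary epithelium and medullary thymocytes is a score given by the authors, whose gene list is not used here. The rule that made the regions is not stated, and the regions were taken as deposited.

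Cell types were taken from the authors' annotation, using the projected label where one was given and the cluster otherwise. Thinning to 1000 UMIs left out 83 stromal and 51 thymocyte-library cells that were shallower. Annotated stromal cells had 501 to 6999 genes and under 5% mitochondrial UMIs. The spatial labels were put in 7 classes by name. The mature SP class holds the 4 mature CD4 and CD8 labels. Coordinates were converted at the nominal 0.5 µm per unit, so that a bin of 20 units is 10 µm wide.

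UMIs were summed per type and given as CPM (counts per 1000000 UMIs of the type), with exact Poisson intervals, for types of at least 20 cells. Shares have exact Clopper-Pearson intervals and ratios of shares log-normal intervals, all at 95% and for counting error only. Neighbouring bins share RNA and tissue, so the true uncertainty of the section is larger. A ratio against a type with fewer than 3 UMIs was computed against 3 UMIs. Genes in the text come from a panel of 68 fixed before the data were examined. Of these, the text names those with a highest type at least 3-fold above the next on at least 20 UMIs, or those that answer a comparison. The others are the 2 genes with the largest lead over the other types, among types of at least 50 cells, among genes with at least 100 UMIs and a UMI in at least 25% of cells. Genes named only by an identifier were left out. The 10 thymocyte genes are Cd3d, Cd3e, Cd3g, Cd8a, Cd8b, Rag1, Ptcra, Lck, Lat and Ptprc. Lists of ionocyte, goblet and muscle genes were written after the leading genes were seen.

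Alternatives chosen before the data were examined were filters on cells (at least 1000 UMIs, at most 10% mitochondrial, below the 99th percentile of UMIs of the type), the mean of the cells' CPM, totals without mitochondrial, ribosomal and haemoglobin genes, cells thinned to 1000 UMIs, bins given 1 type, bins at or above the median depth, cell bins, sums of weights, the parts of the section on either side of the median x coordinate, radii of 15 and 60 µm, and a background 100 to 200 µm away. Chosen after seeing the data were confident first labels, the label with the largest weight, the largest piece of tissue, any label of a bin, the merged mesenchymal column, bins over 50 µm from the cortex, totals of thymocyte labels past DP-sig and of non-epithelial labels, and neighbourhoods within the medulla. No doublet caller was run, and doublets were not removed here. The 99th percentile filter takes about 1% of each type, so it cannot show whether doublets affect the shares. The call of bins as singlets is not used here, and bins given 1 type stand in for it.

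The leading-gene rule was tested on simulated data, with counts drawn from the stromal means of 4000 genes and 200 of them raised 8-fold in 1 of 10 types. All 20 genes it named were among those raised in that type, and the median error of the ratio was 0.11 on the log2 scale. The neighbourhood ratio was tested on a simulated grid, where independent labels gave 1.00 and a planted neighbour gave 3.44, equal to direct counting. Work was done in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and random draws used seed 7.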

Results

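Thymus of 8-week-old Lewis rats, an inbred strain, was profiled as 2 droplet single-cell RNA libraries and 1 spatial section. The first library held stromal cells enriched for the absence of CD45, the surface protein carried by blood-derived cells. The second library held thymocytes, the T cell precursors that fill the organ. The section, 10 µm thick, was measured by Stereo-seq, a chip with capture spots at a pitch of 0.5 µm. Each group had 1 sample, so the comparisons had no replicate check, no test was run and no p-value is given. Intervals are 95% intervals for counting error only.

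The stromal library held 16160 barcodes, of which 13226 carried an annotation by the authors. Annotated stromal cells summed to 131624350 unique molecular identifiers (UMIs, each counting 1 captured RNA molecule), with a median of 9087.5 per cell and of 3309 genes. The thymocyte library held 8574 barcodes, of which 8546 were annotated. They summed to 64440495 UMIs, with a median of 3994 per cell and of 1806 genes. The spatial table of 20-unit bins, squares of 10 µm, held 599178 bins over 59.9 mm² with a median of 323 UMIs. A second table of the same section followed segmented cells and held 796801 cell bins with a median of 152 UMIs.

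Both libraries held transcripts of Y-linked genes. Uty gave 10769 UMIs in the stromal library and 12173 in the thymocyte library, Eif2s3y gave 7554 and 6538, and Kdm5d gave 5055 and 3174. Xist, transcribed from the inactive X chromosome, gave 9 and 54 UMIs. Ddx3y gave 17 UMIs in the stromal library and 0 of 64440495 in the thymocyte library, which allows a level of up to 0.0466 CPM (counts, here UMIs, per 1000000 UMIs of a library or type) at 3 UMIs and of up to 0.0572 by the exact Poisson interval. These limits cover the counting alone. The annotation is not stated, and whether transcripts of Ddx3y were all assigned to it was not tested. At least 1 Y-gene UMI was found in 73.8% of stromal cells and 78.6% of thymocyte-library cells.

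The first question was which cell types the stromal library held. The types are those of the authors, with TMC for groups of mesenchymal cells numbered 1 to 4, capFb for a further fibroblast group, TEC for thymic epithelial cells (cTEC cortical, mTEC medullary), and capEC and vEC for endothelial types; the files do not spell these names out. TMC2 was the most frequent type with 23.3% of annotated cells (exact Clopper-Pearson interval 22.6 to 24.0). TMC1 made up 10.4%, capFb 10.3%, TMC4 9.44% (8.95 to 9.95) and TMC3 8.71%. Among epithelial labels, the early progenitor label made up 7.70%, mTEC1 3.64%, cTEC 3.39% and mTEC2 0.461%, which is 61 cells. Vascular labels included capEC at 4.81%, vSMC_PC at 3.42% and vEC at 2.60%. Cells labelled myeloid made up 3.82%, thymocyte 3.11% and B cell 1.35%. Leaving out the 83 cells under 1000 UMIs moved no share outside its interval.

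In the thymocyte library, double-positive cells (DP, before selection, carrying both Cd4 and Cd8) made up 60.9% (59.8 to 61.9) and their proliferating form (DP-P) 9.92%. Double-negative cells (DN), the earliest stage, made up 4.56% (4.13 to 5.03) of the cells and 16.8% of the UMIs. Pre DP-sig made up 3.80% and DP-sig 3.45%. The 4 mature single-positive (SP) labels each held under 2% of cells, with Mature CD4-2 at 1.49%, Mature CD4-1 at 1.42%, Mature CD8-1 at 1.06% and Mature CD8-2 at 0.316%.

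The second question was which stromal types carried the factors that guide thymocytes. Of 68 panel genes, 21 had a level at least 3-fold above the next type in the stromal library. Thinning each cell to 1000 UMIs moved this count most, to 16. Of the 21, 12 led in the cells labelled thymocyte, Nkg7 led in myeloid cells and Art2b in mTEC2. Among the stromal factors, Ccl25 was highest in cTEC at 535 CPM, 4.83 times the next type, and Prss16 in cTEC at 207 CPM, 11.8 times the next. A Ccl25 UMI was found in 26.1% and a Prss16 UMI in 25.2% of the 448 cells labelled cTEC, so these levels come from a minority of them. Aire was highest in mTEC2 at 468 CPM, 3.19 times the proliferating mTEC label. Ccl22 in mTEC2 reached 771 CPM, 42.7 times the next type. RT1-Da, a class II gene, reached 6720 CPM in mTEC2, 3.12 times the next type. Selp was highest in vEC at 872 CPM, 20.7 times capEC. Tnfsf11 was highest in TMC4 at 16.1 CPM and 3.07 times the next type, resting on 186 UMIs. After thinning it kept 17 UMIs there, and its level lay at 0.812 of the level that 3 UMIs would give in B cells, so the order was not detectable at that depth.

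TMC4 had the highest level of several chemokines and cytokines, each by less than 3-fold. Ccl21 reached 22085 CPM in TMC4, 1.77 times mTEC1, and Ccl19 13615 CPM, 1.54 times vSMC_PC. Il33 reached 2872 CPM, 1.32 times cTEC. Il7 reached 193 CPM, 1.20 times cTEC, but lay at 0.946 of the cTEC level when each cell's CPM were averaged. Pdgfrb reached 534 CPM and Vcam1 442. In capFb, Pi16 reached 4894 CPM and Dpp4 820. Spns2 was highest in vEC at 175 CPM, 1.67 times capEC. Among genes chosen by their lead over the other types of at least 50 cells, TMC4 was led by Alk, at 174 CPM and 7.63 times the next type, and by Ncam2, at 230 CPM and 6.09 times. TMC2 was led by Masp1 at 191 CPM, capFb by Adamts16 at 173, and vEC by Ankrd55 at 348 and Selp. Cells with the projected mimetic (goblet) label were led by Foxi1, at 462 CPM and with a UMI in 85.5% of 55 cells. The lead does not hold over smaller types, as the 44 cells labelled aaTEC1 had 479 CPM and the 9 labelled mimetic (neuroendo) 579. Epithelial cells outside the cluster that holds most of these cells had a Foxi1 UMI in 0.136% of cells, at a mean depth of 12251 UMIs against 15591.

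**Figure D1:**
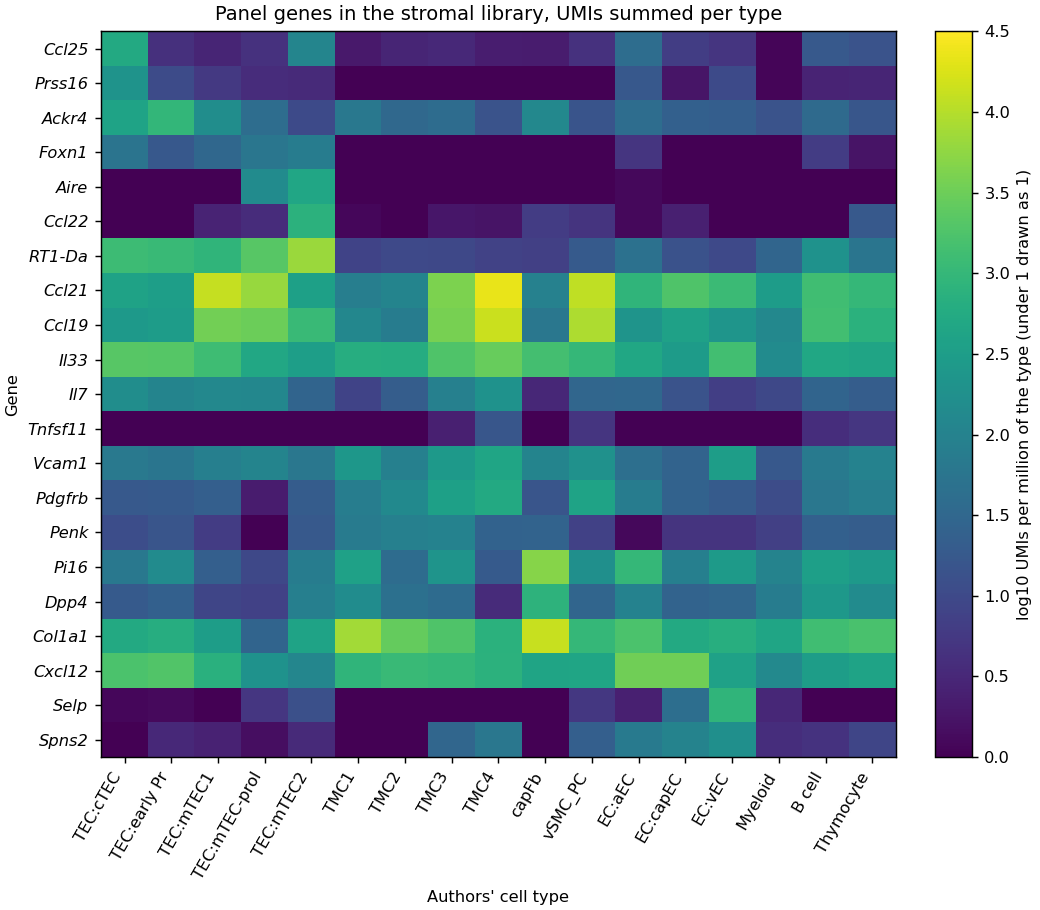
Levels of 21 panel genes (vertical axis) in 17 of the authors' types of the stromal library (horizontal axis), as log10 CPM of each type. Ccl21 and Ccl19 are brightest in TMC4, Ccl25 and Prss16 in cTEC, Aire and Ccl22 in mTEC2, and Selp in vEC.

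In the thymocyte library, 19 of the 68 panel genes had a level at least 3-fold above the next type. Thinning to 1000 UMIs left 6, as a gene needed 20 UMIs to be counted. Rag1 was highest in DP cells at 1952 CPM, 5.32 times DP-P, and Cd4 in DP at 1350 CPM, 3.24 times the next type. Foxp3 reached 180 CPM in the Treg label, 3.50 times the next, and Ctla4 139 CPM, 3.79 times; these rested on 57 and 44 UMIs in 37 cells. Nkg7 was highest in gdT cells, 13.7 times the next type. S1pr1 was highest in Mature CD4-1 at 219 CPM, 1.36 times Mature CD8-1. Klf2 was also highest in Mature CD4-1, at 481 CPM. The other 14 genes, among them RT1-Da at 4481 CPM and Vcam1 at 302 CPM, led in the label that joins B and myeloid cells. RT1-Da had a UMI in 60.6% and Vcam1 in 39.4% of its 170 cells. Several others came from few cells, with Col1a1 and Pdgfra in 2.35% each, Ccl25 in 3.53% and Il33 in 6.47%. The levels of these genes do not describe the label as a whole.

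**Figure D2:**
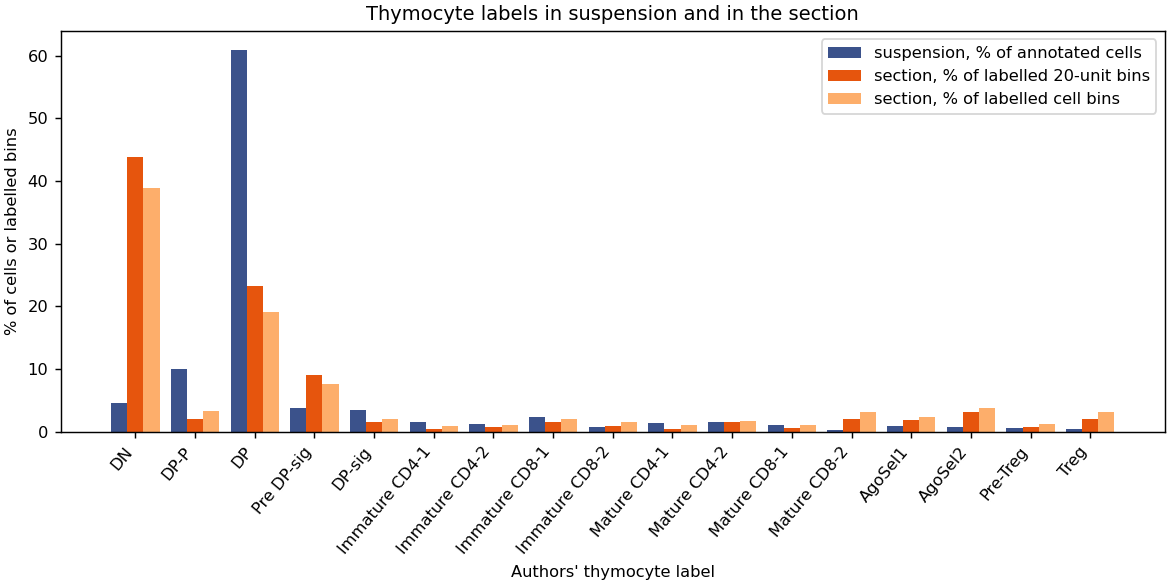
Share of each of 17 thymocyte labels (horizontal axis) as percent (vertical axis) of annotated cells in suspension, of labelled 20-unit bins and of labelled cell bins. The DN bars are 4.56%, 43.8% and 38.9%, and the DP bars are 60.9%, 23.3% and 19.1%.

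Transcripts of 10 thymocyte genes were summed in each stromal type, to compare free RNA with cells captured together. The pooled fibroblasts (TMC1 to TMC4 and capFb) had 718 such UMIs, which is 9.09 CPM. The epithelial and vascular types set against them had more. The ratio to the fibroblasts was 20.9 (17.6 to 24.7) in mTEC2, 4.43 in mTEC1, 4.38 in vEC, 3.66 (3.09 to 4.34) in cTEC and 3.64 in capEC. Leaving out cells with 3 or more of these UMIs moved the ratios most, to 7.29 in mTEC2 and 1.92 in cTEC. For vSMC_PC the ratio of 2.38 fell to 0.940. Per cell, mTEC2 had 2.72 of these UMIs and the cells labelled thymocyte had 29.5. A UMI of the list was found in 65.6% of mTEC2 cells, at a median depth of 13378 UMIs, and in 6.16% of TMC4 cells, at a median depth of 8717.

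In the section, the authors estimated the makeup of each bin by robust cell-type decomposition (RCTD) against rat and published mouse references. Of the 20-unit bins, 592087 carried a label, and the bins without one all had under 100 UMIs. A bin had up to 3 labels, and the first is used unless stated. DN was the first label of 43.8% of labelled bins, DP of 23.3%, Pre DP-sig of 9.01%, the mature SP labels together of 4.64% and the epithelial labels together of 3.84%. The DN share was thus 9.60 times that among cells in suspension. Restricting to bins with a confident first label moved the DN share most, to 54.2%. Of the cell bins, 572683 carried a label, and those without one, 28.1%, all had under 100 UMIs. Among labelled cell bins the DN share was 38.9%. Within the cortex the DN share rose from 25.0% in the shallowest 10% of bins by UMIs to 57.9% in the deepest 10%.

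The authors assigned each bin to a capsular area, the cortex, or 1 of 2 medullary areas labelled mECA and mEFA. From the series title and the epithelial labels, these are read here as the epithelium-containing and the epithelium-free medulla. The cortex held 413829 bins, the capsular area 125615, mECA 40205 (4.02 mm²) and mEFA 19529 (1.95 mm²). Median depth was 305 UMIs in the cortex, 516 in mECA and 489 in mEFA. A deposited mTEC score, averaged over 50 µm, separated mECA from mEFA with an area under the curve of 0.993, and a deposited medullary thymocyte score separated the medulla from the rest with 0.999. In single bins these were 0.603 and 0.540. The thymocyte score did not separate mECA from mEFA, with 0.485 averaged and 0.488 in single bins. The epithelial difference between the areas is therefore at least partly given by how the areas follow these scores. A contrast of mature thymocyte labels between medulla and cortex may likewise be partly given, as the medulla follows the thymocyte score. Epithelial labels made up 22.6% of bins in mECA and 6.87% in mEFA, a ratio of 0.304 (0.288 to 0.321). Counting a label in any of the up to 3 places of a bin moved it most, to 0.745.

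**Figure D3:**
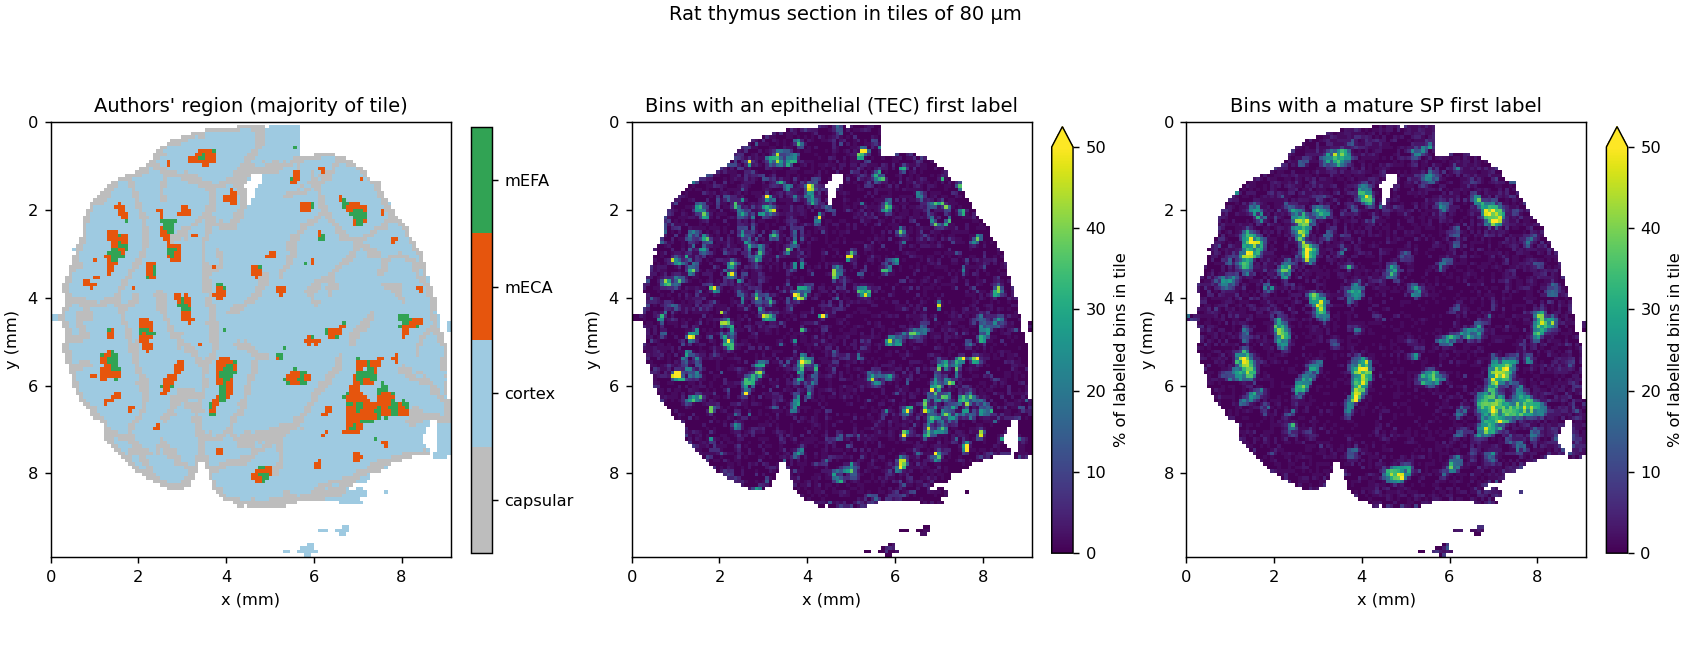
The section in tiles of 80 µm (axes in mm) with the authors' region of most bins of a tile, the percent of bins with an epithelial first label and the percent with a mature SP first label. Mature SP labels were on 24.3% of mECA bins and 29.9% of mEFA bins against 2.48% of cortex bins. By number, 9758 of them lay in mECA, 5793 in mEFA and 10155 in the cortex. The medulla follows a deposited medullary thymocyte score, so the contrast with the cortex may be partly given.

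The question named by the series title was whether mature thymocytes and stromal subsets are enriched in the epithelium-free medulla. Mature SP labels made up 29.9% of all labelled bins in mEFA and 24.3% in mECA, a ratio of 1.23 (1.20 to 1.27). Bins given only 1 type moved this ratio most by fold, to 1.03, while confident first labels gave 1.46. Among thymocyte labels alone, which leave epithelial bins out of the total, the shares were 32.6% and 31.7%, a ratio of 1.03 (1.00 to 1.06). That ratio was 0.882 with confident first labels only and 1.15 (1.11 to 1.19) in medullary bins over 50 µm from the nearest bin outside the medulla. Among thymocyte labels past DP-sig, which also leave out the labels from DN to DP-sig, the ratio was 1.14 (1.12 to 1.17). Confident first labels moved that ratio most, to 1.07. Of 20 separate medullary areas with at least 100 bins of each kind, the mature share was higher in mEFA in 12 over all labels and in 8 over thymocyte labels.

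The mature labels did not move together. Among thymocyte labels, the ratio of mEFA to mECA was 1.37 (1.25 to 1.50) for Mature CD4-1, 1.19 (1.09 to 1.30) for Mature CD8-1, 1.00 (0.954 to 1.05) for Mature CD4-2 and 0.912 (0.867 to 0.959) for Mature CD8-2. The last became 1.02 in bins over 50 µm from the cortex. Mature CD4-2 fell to 0.771 with confident first labels and to 0.940 in the right part of the section. Agonist-selected and Treg labels had a ratio of 0.787 (0.770 to 0.806). Labels from DN to DP-sig had a ratio of 2.07 (1.97 to 2.17), which was 0.928 (0.825 to 1.04) over 50 µm from the cortex.

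TMC4 was a rare first label, on 67 bins in mEFA and 100 in mECA. Its share of all labels had a ratio of 1.39 (1.02 to 1.89), and over non-epithelial labels 1.16 (0.849 to 1.57), so that a difference there was not detectable at this depth. Cell bins held more TMC4 first labels, 164 in mEFA and 189 in mECA, with a ratio of 1.85 (1.50 to 2.28) over all labels and of 1.58 (1.28 to 1.94) over non-epithelial labels. Among cell bins with no epithelial label in any place, the ratio was 1.21 (0.984 to 1.49). A deposited column that merges confident mesenchymal labels in the first or second place gave 642 TMC4 bins in mEFA and 491 in mECA, which is 3.32% and 1.22%, a ratio of 2.71 (2.42 to 3.05). In the cortex the merged label covered 0.105% of bins. Among medullary bins with no epithelial label in any place, the merged TMC4 label covered 9.30% in mEFA and 8.66% in mECA, a ratio of 1.07 (0.958 to 1.20). The first label vEC was on 96 bins in mEFA and 84 in mECA, a ratio of 2.37 (1.77 to 3.18), and gave 4.02 in the right part of the section. Over non-epithelial first labels the vEC ratio was 1.97 (1.47 to 2.64). TMC3 had a ratio of 3.30 (1.80 to 6.05) on 27 and 17 bins, and vSMC_PC 1.99 (1.32 to 2.99). Counted in any place of a bin, all mesenchymal labels together had a ratio of 2.39 and all endothelial labels 2.13. A rise was thus not particular to single subsets. Bins with no epithelial label in any place were not examined for vEC, TMC3 or vSMC_PC. Epithelial labels taking the places of a bin may thus account for their ratios too.

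**Figure D4:**
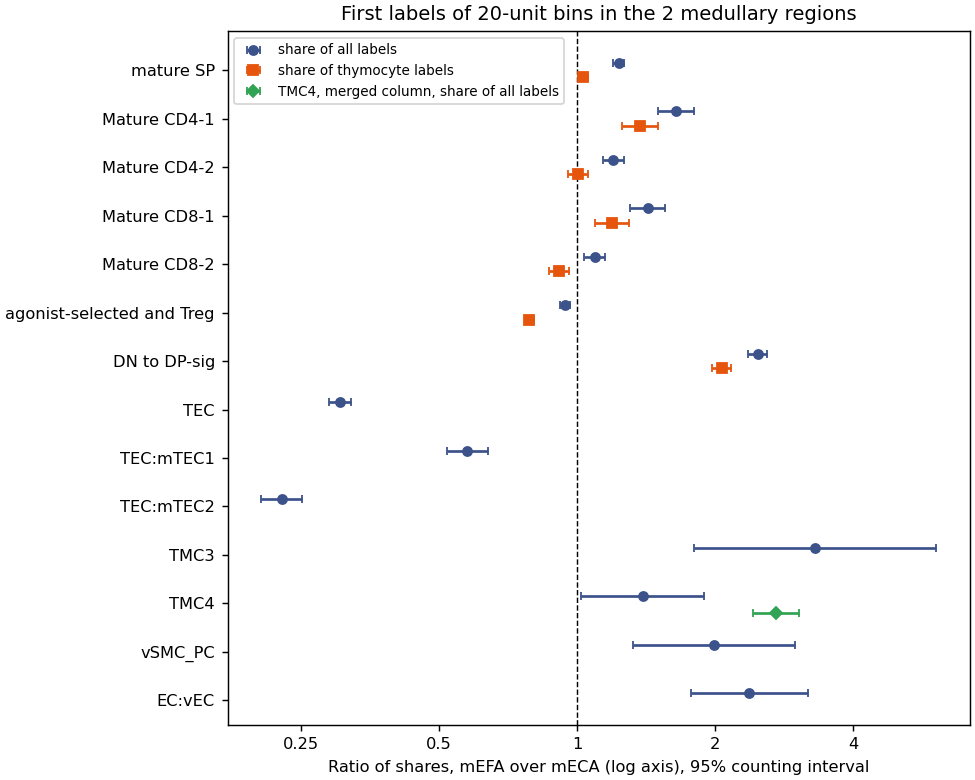
Ratio of label shares in mEFA over mECA (horizontal log axis) for 14 labels or groups of labels (vertical axis), with 95% counting intervals. Mature SP lies at 1.23 over all labels and at 1.03 over thymocyte labels, and TMC4 at 1.39 by first label and 2.71 by the merged column.

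Neighbourhoods were measured as the share of mature SP labels within 30 µm of bins of a given label, over the share in the whole section, which was 4.64%. The ratio was 5.13 around TMC4, 3.46 around mTEC2, 3.11 around vEC, 2.05 around vSMC_PC, 1.60 around TMC3 and 0.391 around cTEC. Bins given 1 type moved vSMC_PC most, to 0.875 on 4 centre bins, and cTEC most, to 1.41 on 35. The other 4 values moved most when centres, neighbours and background were taken within the medulla alone. TMC4 then gave 1.20 (1.14 to 1.25), vEC 1.17 (1.12 to 1.22) and mTEC2 0.802 (0.793 to 0.812). TMC3 gave 1.10 (0.994 to 1.20), an interval that holds 1. Within the medulla vSMC_PC gave 1.08 (1.01 to 1.15) and cTEC 0.692 (0.573 to 0.825), the latter on 29 centre bins.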

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

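The test of the barcodes without an annotation was chosen only after the result was seen.

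The stromal library held 2934 barcodes that carry no annotation and enter no comparison. They drew attention because they hold signal outside the annotated data: 8663291 UMIs, with Ccl21 at 2690 CPM against 3540 in annotated cells and Col1a1 at 908 against 3465. Aire was higher, at 28.0 CPM (243 UMIs) against 4.98. Of these barcodes, 2806 had at least 5% mitochondrial UMIs, 2039 had at most 500 genes and 67 had more genes than any annotated cell. All 2934 lay outside the range of genes or of mitochondrial share that the annotated cells keep, which is consistent with the authors' filtering as the source of the missing annotation. Whether the Aire level comes from a few barcodes was not tested, and no biological explanation was tested.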

How the results depend on the processing

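The alternatives chosen only after the results were seen were confident first labels, the label with the largest weight, the largest piece of tissue, any label of a bin, the merged mesenchymal column, bins over 50 µm from the cortex, the totals of thymocyte labels past DP-sig and of non-epithelial labels, and neighbourhoods within the medulla. Over all families, 609 values were recomputed. Of these, 385 stayed within the interval of the reported value (for counts of genes, within 1.5 times), 209 moved outside it and 15 changed direction. A change of direction was counted for a ratio whose reported interval excludes 1; a further 9 values crossed 1 where the reported interval holds 1, and are counted by whether they stayed within it. All 135 recomputed shares in suspension stayed within their intervals, but 69 of them say nothing about stability. No annotated stromal cell was over 10% mitochondrial UMIs, and the 99th percentile filter takes about 1% of each type in both libraries. The cause of the changes below was not tested unless stated. No paired analysis was possible because each group had 1 sample. The planned change of radius in a rule for regions was not run, as a region column was deposited.

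Thinning to 1000 UMIs left 6 genes in the thymocyte library at least 3-fold above the next type, in place of 19, by its construction, as fewer genes keep 20 UMIs. It also turned the order for Tnfsf11 in TMC4 (0.812, on 17 UMIs) and, for the label of B and myeloid cells, for Ackr4 and Tnfrsf11a (both 0.576, on 4 UMIs each), Icam1 (0.533, on 7), Il33 (0.864, on 6), Ccl19 (0.144, on 1) and Ccl25 (0, on 0). These values are set against 3 UMIs in the next type and show a loss of depth, not an order. The mean of the cells' CPM turned Il7 in TMC4 (0.946). Leaving out cells with 3 or more thymocyte UMIs gave 7.29 for mTEC2, 1.92 for cTEC and 0.940 for vSMC_PC, which turned.

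In the section, the DN share was 49.7% and the mature SP share 2.28% in bins given 1 type, 47.9% and 7.25% in bins of at least median depth, 38.9% and 6.90% in cell bins, 54.2% and 2.39% with confident first labels, 44.3% and 5.35% by largest weight, and 41.7% and 4.48% as sums of weights.

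For mEFA over mECA, bins given 1 type gave 1.03 for mature SP over all labels and 0.524 for TEC. Bins of at least median depth gave 1.28 for mature SP over all labels and 1.06 over thymocyte labels. Cell bins gave 1.07 over thymocyte labels, 0.356 for TEC and 0.913 for median UMIs. Confident first labels gave 1.46 over all labels, 0.882 over thymocyte labels, which turned, and 0.275 for TEC. The largest weight gave 1.06 over all labels and 0.210 for TEC. Bins over 50 µm from the cortex gave 1.37 over all labels, 1.15 over thymocyte labels, 0.228 for TEC and 3.66 for vEC, and turned the ratio of DN to DP-sig (0.928) and of Mature CD8-2 (1.02). Any label of a bin gave 1.05 over all labels, 0.745 for TEC and 2.48 for TMC4, and the merged column gave 2.71 for TMC4. The right part of the section gave 4.02 for vEC. For mature SP over thymocyte labels past DP-sig (1.14), bins given 1 type gave 1.18 and confident first labels 1.07. For TMC4 first labels over non-epithelial labels (1.16), cell bins gave 1.58 and confident first labels 0.807, which lies across 1. The largest piece of tissue kept all 20 ratios within their intervals.

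Around TMC4 and vEC, the mature SP ratios were 4.81 and 2.95 at 15 µm, 4.88 and 2.89 at 60 µm, 1.50 and 1.42 against a background 100 to 200 µm away, and 1.20 and 1.17 within the medulla. Bins given 1 type gave 2.92 and 4.10 on 2 centre bins each, too few to read. The parts of the section gave 4.78 and 5.65 for TMC4. Within the medulla mTEC2 turned (0.802). Bins given 1 type turned vSMC_PC (0.875, on 4 centre bins) and cTEC (1.41, on 35). Within the medulla, the first labels TMC3, TMC4, vSMC_PC and vEC each rest on at most 100 bins in mECA and in mEFA.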

Other observations

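Chosen only after the result was seen were the tests of shallow spots and of several cells per bin for the DN label, of the denominator for mature SP labels and for TMC4 first labels, of the medulla for the neighbourhood of TMC4, both tests of Foxi1, and the tests that use confident labels, bins over 50 µm from the cortex, the merged TMC4 label or bins with no epithelial label in any place.

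The DN label was on 43.8% of bins but 4.56% of cells in suspension. The tables argue against shallow bins and low-confidence calls, each as the whole cause. If shallow bins took the label by default, the deepest 10% of cortical bins should have few, but it had 57.9%. If low-confidence calls made it, confident labels should have few, but they had 54.2%. More RNA per DN cell raises the share in suspension to 16.8% of UMIs. For the authors' DN cluster, 5.97% of cells, it was 28.8% of UMIs. Both lie below 43.8%. The DN and DP-P labels overlap, however, as 199 of the 510 cells of the DN cluster carried the DP-P label. DP-P held 26.5% of UMIs in suspension but was the first label of 2.08% of bins. If RNA of DP-P cells took the DN label in the section, these shares cannot exclude more RNA per cell, which stays open. Bins given only 1 type had 49.7%, but that call comes from the same decomposition as the label. It does not count the cells in a bin, so several cells per bin stays open. A mismatch between the section and the reference of the decomposition was not tested and may remain, as may loss of DN cells in suspension. No biological explanation was tested.

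The higher mature SP share in mEFA (1.23 over all labels) was 1.23 over 10 strata of bins by UMIs, which argues against a difference in UMIs per bin as the whole cause. Whether fewer epithelial labels in the denominator are the whole cause was not settled, as the values go both ways. Thymocyte labels alone gave 1.03 (1.00 to 1.06) and a value below 1 with confident labels. Of 20 medullary areas, 8 had a higher mature share of thymocyte labels in mEFA. That total, however, includes the labels from DN to DP-sig, which were 2.07 times more frequent in mEFA. Thymocyte labels past DP-sig gave 1.14 (1.12 to 1.17), 1.15 over strata of UMIs, and 1.07 with confident labels. These intervals leave out the likeness of neighbouring bins. Mixing with cortex at the border is a candidate explanation for the ratio near 1. In bins over 50 µm from the cortex the ratio among thymocyte labels rose to 1.15, while the ratio of DN to DP-sig labels fell from 2.07 to 0.928. A biological difference between the 2 areas stays open.

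For the merged TMC4 label (ratio 2.71), the ratio over strata of UMIs was 2.78, and without the medullary area with most of these labels 2.83. These values argue against UMIs per bin and a single area as the whole cause. Over non-epithelial first labels the ratio was 2.26, which argues against epithelial first labels in the denominator as the whole cause. Among bins with no epithelial label in any place the ratio was 1.07 (0.958 to 1.20). Most TMC4 bins stayed in that test, 639 of 642 in mEFA and 468 of 491 in mECA. Bins with an epithelial label in any place of the denominator may thus account for the whole ratio. Since a bin has at most 3 labels, epithelial labels taking these places may account for the difference. Bins without epithelial labels are also where an area with little epithelium would hold its mesenchyme, so this test does not separate a limit of the labels from a true exclusion. For TMC4 first labels, the ratio over non-epithelial labels was 1.16 in 20-unit bins, on 67 and 100 bins and with an interval that holds 1, and 0.807 with confident labels. In cell bins, on 164 and 189, it was 1.58 (1.28 to 1.94). This argues against epithelial first labels in the denominator as the whole cause there. Among cell bins with no epithelial label in any place, 164 and 186 TMC4 cell bins stayed and the ratio was 1.21 (0.984 to 1.49). Cell bins with an epithelial label in any place may thus account for the difference here too, with the same limit.

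Mature SP labels were 5.13 times more frequent around TMC4 than in the section. Within the medulla the ratio was 1.20 (1.14 to 1.25). Membership of the medulla may thus account for most of the enrichment. Whether it is the whole cause cannot be read from this interval. Neighbouring bins are alike, and a bin near several of the 167 centre bins in the medulla is counted each time. The total also includes epithelial labels, and a ratio without them was not computed for TMC4 or for mTEC2. Around mTEC2 the ratio within the medulla was 0.802.

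Thymocyte transcripts per cell were 31.1 times higher in mTEC2 than in fibroblasts, which argues against free RNA spread evenly over droplets. If cells like those labelled thymocyte in this library were captured with mTEC2, the abundant genes should keep their shares within 3-fold. Cd3g (9.64% of listed UMIs in mTEC2, 20.8% in thymocytes), Cd8a (7.83% and 12.3%) and Ptprc (21.1% and 12.1%) did, but Rag1 had 0 of 166 UMIs in mTEC2 against 13.6% in thymocytes, at least 7.52-fold lower against 3 UMIs. Ptcra gave 60 of the 166 UMIs, or 36.1%, against 0.875% in thymocytes. Mature thymocytes, which have less Rag1, may still contribute to the other genes, and transcription by mTEC2 itself stays open. Neither was tested.

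Foxi1 led the cells with the projected goblet label over the other types of at least 50 cells. Free RNA is argued against, since epithelial cells outside the cluster that most of these cells share had 0.296 Foxi1 CPM. A projected name that differs from the genes of the cells is a candidate explanation. In these 55 cells a list of 7 ionocyte genes reached 1766 CPM, a list of 8 goblet genes 12.8 and a list of muscle genes 63.0, so the ionocyte list was 138 times the goblet list. Among smaller types, Foxi1 was also found at 579 CPM in the 9 cells with the mimetic (neuroendo) label, 479 in those labelled aaTEC1, 369 in mimetic (muscle) and 349 in mimetic (tuft). Cells of all these labels lie in the same cluster, which held 1080 Foxi1 UMIs, in 95.5% of its 133 cells. Epithelial cells outside it held 8. The muscle gene Myog had 0 UMIs in that cluster. Foxi1 thus followed the cluster, and the projected names do not show several types with the gene.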
